A study of Homo sapiens with 4 samples.

How the data were processed

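RNA splicing was measured in 4 libraries, 1 for each combination of 2 human mammary cell lines and 2 substrate stiffnesses. MDA-MB-231 is a triple-negative breast cancer line, and MCF10a is a non-tumorigenic mammary epithelial line. Per the labels, cells were grown on collagen-coated polyacrylamide gels of 1 or 10 kPa, MDA-MB-231 for 72 h and MCF10a for 48 h. Medium, culture time and trypsin strength therefore differed with the line. Polyadenylated RNA was made into barcoded direct cDNA libraries (Oxford Nanopore long reads, no amplification step named), pooled and sequenced on a MinION, per the labels' protocols. The aligner, the program that defined splicing events, its minimum number of reads, the genome build and the annotation are not stated in the labels or the file headers.

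The authors deposited 1 table with a percent spliced in (PSI, in percent from 0 to 100) for each of 37590 splicing events in each library. PSI is the share of the reads of an event that include its target exon or region. The deposited PSI values had 0 missing entries and carried no read counts, so the depth behind each value is unknown and no counting interval was attached to a PSI. Per the file headers, events were classed as intron retention (IR), intron retention in an overlapping region, single exon skipping (SES), multiple exon skipping (MES), mutually exclusive exons (MXS), alternative 5′ or 3′ splice sites (A5SS, A3SS), or splice-site classes combined with a transcription start site (TSS). The full names of these abbreviations are the usual ones and are not spelled out in the table. The authors' deposited table also gave a difference between the lines in PSI points, which is a signed score in percentage points, with a p-value and an adjusted p-value that treated the 2 stiffnesses as the samples of a line.

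Everything else was computed here from the PSI values with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. A change with stiffness was the PSI at 10 kPa minus that at 1 kPa within a line, and a line difference was MDA-MB-231 minus MCF10a at 1 stiffness. Changes are in percentage points, and an event was counted as changed at 20 points or more in size. With 1 library per group there is no replicate check and no p-value was computed across events. Pearson's r and Spearman's rho across events carry 95% intervals from 1000 bootstrap draws over genes, which describe the events and not the conditions, since events are not replicates. These correlations used the 27263 events that were not at 0 in all or at 100 in all 4 libraries, called varying events below. Shares of counts carry Wilson intervals, which treat events as independent although several can belong to 1 gene.

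Events changed in both lines were counted among the varying events and compared with 10000 random pairings of the changes within bins of mean PSI 10 points wide. The 4 libraries can be split into pairs in 3 ways, by stiffness, by line and crossed, and events whose pair means differed by 20 points or more were counted for each. For gene lists, the median size of change over the events of a gene was taken, then the median over the list, and its percentile among 10000 random lists of the same size. The line difference used for gene lists was the mean of those at both stiffnesses. The design named matching on the number of events and mean PSI. Tests on simulated data showed that matching on mean PSI biased the percentile, so matching used the number of events and the distance of mean PSI from the nearer of 0 and 100, with equal medians counted as ties (midrank). The 3 lists were focal adhesion and cytoskeleton (55 genes), epithelial-mesenchymal splicing (30 genes) and splicing regulators (56 genes), and 6 genes were in more than 1 list.

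Named events followed a fixed rule. PTK2 was always reported. Otherwise 1 event per gene was taken, above 0 and below 100 in all 4 libraries, namely the 5 largest increases and 5 largest decreases by the smaller of the changes in both lines, the 3 largest each way in each line ranked by itself, and the 3 largest each way with opposite changes. For line differences, the 5 higher and 5 lower in MDA-MB-231 at both stiffnesses were taken among all events. The thresholds, the gene lists, the naming rule and the event sets of the counts, correlations and splits were chosen before the data were examined. The thresholds had been written for PSI as a fraction and were restated in percentage points once the deposited values were seen to be in percent. The limit to varying events for shared changes and gene lists was set after the values were seen. Alternatives were thresholds of 10, 30 and 50 points, events above 0 and below 100 in all 4 libraries, 1 event per gene drawn at random, skipped exons alone, log odds with PSI limited to 1 to 99, and pairing without bins.

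Positions are given as in the deposited table, counted from 1. They were compared with GENCODE release 29 (human build GRCh38): 8481 of 8484 skipped exons (99.96%), 1680 of 1685 multiple skipped exons and 2102 of 2104 mutually exclusive exons had the exact ends of an annotated exon. The reference transcript of 99.8% of events was found there, and 96.4% of these had the same gene symbol. Exon numbers and coding annotation come from the reference transcript of each event in that release.

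The procedures were tested on simulated PSI values of the 27263 varying events at 30 reads per event, a number chosen for the simulation. With no change, r was 0.00901 (-0.00798 to 0.0246) and 51 events changed in the same direction against 60 in opposite directions. With 358 events of 200 genes moved by 40 points in both lines, r was 0.255, 405 events changed in the same direction and 96.9% of the moved events passed the threshold in the direction moved in 1 line. With no change, 8.38% of the same 358 events passed in that direction, and 3.49% of the other events passed in either direction in both simulations. These rates hold for 30 reads per event, and the rate at the real depth is unknown.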

Results

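The data comprised PSI values of 37590 splicing events from 4 long-read libraries, with 1 library each of MDA-MB-231 and MCF10a cells grown on gels of 1 or 10 kPa. There were no replicates, so no difference below could be set against a spread between replicates. Read depth was not given for any library or event. Many events named below have PSI values at simple fractions, such as 62.5% and 25% in both lines at MAP9. Few reads can give such values, so counting error may be large there. Intron retention was the most frequent class (10178 events, 27.1%), followed by single exon skipping (8484 events, 22.6%). PSI was 0 in all 4 libraries for 10284 events and 100 in all for 43. The other 27263 events, in 6943 genes, varied, and 12883 of them lay above 0 and below 100 in every library. Mean PSI was 21.3%, 21.4%, 21.3% and 21.3% in MDA-MB-231 at 1 and 10 kPa and MCF10a at 1 and 10 kPa. Among varying events, 23.3% and 24.7% of values lay at 0 or 100 in MDA-MB-231, against 30.9% and 31.8% in MCF10a.

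The first question was how many events changed with stiffness within each line. In MDA-MB-231, 2410 events (6.41%) in 1514 genes differed by 20 points or more between 10 and 1 kPa, of which 1231 were higher and 1179 lower at 10 kPa (51.1% higher, 95% Wilson interval 49.1 to 53.1%). In MCF10a, 2945 events (7.83%) in 1820 genes did, 1550 higher and 1395 lower (52.6% higher, 50.8 to 54.4%). As shares of the 27263 varying events these were 8.84% and 10.8%. Among unchanged events simulated at 30 reads each, 3.49% passed the threshold, and the rate at the unknown real depth could be higher or lower. The threshold moved these counts most: at 50 points they were 310 and 422, and in MDA-MB-231 the balance then changed side, with 146 higher and 164 lower. It also did with 1 event per gene (336 and 346). The lines differed by 20 points or more at 3179 events (8.46%) at 1 kPa, 1577 higher and 1602 lower in MDA-MB-231, and at 3368 events (8.96%) at 10 kPa, 1644 higher and 1724 lower. The balance changed side at 1 kPa at 30 points (761 and 732), at 50 points (205 and 190) and with 1 event per gene (419 and 408), and at 10 kPa for skipped exons (503 and 501). Culture time differed with the line, so the line comparison is also a comparison of 72 h with 48 h. The count in MCF10a was 1.22 times that in MDA-MB-231.

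The next question was whether both lines changed alike. Across the 27263 varying events, the changes with stiffness in MDA-MB-231 and MCF10a had r = 0.0190 (-0.00494 to 0.0444) and rho = 0.0169. Among events above 0 and below 100 throughout, r was 0.0402 (0.00832 to 0.0710). With 1 event per gene it was -0.0123, a change of direction within an interval of -0.0498 to 0.0239. The line differences at 1 and 10 kPa, which also share no library, had r = 0.204 (0.175 to 0.229) and rho = 0.178, and 0.323 among events above 0 and below 100 throughout. These correlations are across events, which are not independent replicates.

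**Figure D1:**
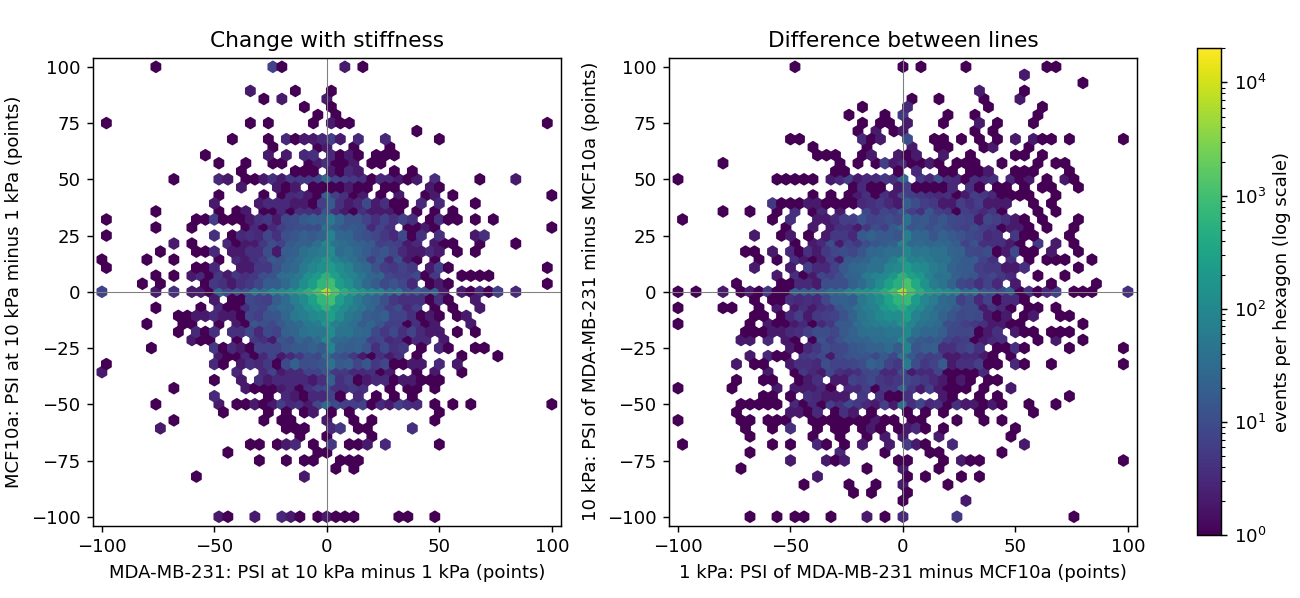
Hexagons count varying events by their PSI changes in percentage points, with a log colour scale. The left panel sets the stiffness change in MCF10a against that in MDA-MB-231 (r = 0.0190), and the right panel sets the line difference at 10 kPa against that at 1 kPa (r = 0.204).

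Changes of 20 points or more in both lines were found at 729 events, 393 in the same direction and 336 in opposite directions (53.9% the same, 50.3 to 57.5%). Random pairings within bins of mean PSI gave on average 232 in the same direction (206 to 260 in the central 95%) and 232 in opposite directions (205 to 259), so both counts lay above the random range. With 1 event per gene, 132 of 274 had the same direction (48.2%), which put the share on the other side of 50%. Line differences of 20 points or more at both stiffnesses were found at 1181 events, 838 in the same direction (71.0%, 68.3 to 73.5%) and 343 in opposite directions, against random averages of 375 and 373. Pairing over all events in place of bins lowered the random averages to 197 and 196, below both counts.

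Splitting the 4 libraries by stiffness gave 1397 events whose pair means differed by 20 points or more, and the crossed split, which follows neither stiffness nor line, gave 1300. The split by line gave 2093. The ratio to the crossed split was thus 1.07 for stiffness and 1.61 for line. A stiffness change in 1 line only enters the split by stiffness and the crossed split alike. The 1.07 therefore bears only on changes in the same direction in both lines. At a threshold of 50 points the split by stiffness gave 57 events and the crossed split 58.

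**Figure D2:**
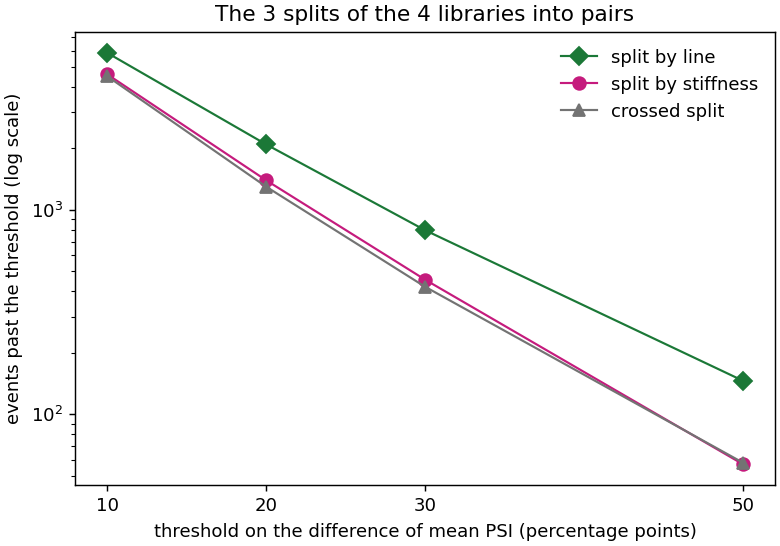
Events whose mean PSI differed between pairs of libraries by at least the threshold on the horizontal axis (percentage points), with a log vertical axis; each marker is a count for 1 of the 3 splits. The split by stiffness lies close to the crossed split (1397 and 1300 at 20 points), and the split by line lies above both (2093).

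The title of the series names splicing of FAK, the focal adhesion kinase encoded by PTK2 (ENSG00000169398, chromosome 8, minus strand). The table held 13 PTK2 events, 5 of them at 0 in all 4 libraries. Among those at 0 were skipped exons of 18, 21 and 9 bp. Changes of 20 points or more with stiffness were found at 3 events in MDA-MB-231 and 0 in MCF10a. The largest was a skipped 58 bp exon at 140948666 to 140948723, exon 2 of its reference transcript and 5′ of the coding sequence, whose PSI was 75% at 1 kPa and 9.09% at 10 kPa in MDA-MB-231 (-65.9 points) and 15.4% and 0% in MCF10a (-15.4 points). Its change in MDA-MB-231 exceeded in size that of 99.8% of all events and 98.7% of events of similar mean PSI. It was the most changed of 8 varying PTK2 events, and 4.10% of the 1122 other genes with 6 to 10 varying events had a largest change that ranked higher. A PSI of 75% or 9.09% can rest on few reads, and none of these comparisons was matched on reads. The same exon in a mutually exclusive pair went from 19.0% to 3.70% in MDA-MB-231 and from 10% to 0% in MCF10a. These events describe 1 exon and are not independent. A mutually exclusive 89 bp exon at 140925661 to 140925749, also 5′ of the coding sequence, rose from 33.3% to 74.1% in MDA-MB-231 (40.7 points, above 96.4% of events of similar mean PSI) and from 27.5% to 33.3% in MCF10a. Its event region is that of the mutually exclusive 58 bp event, so its rise is not independent of the fall there.

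In the coding sequence of PTK2, the 167 bp exon 4 at 140879471 to 140879637 was included at 82.9% and 60% in MDA-MB-231 at 1 and 10 kPa and at 70.2% and 85.7% in MCF10a. Its change of -22.9 points in MDA-MB-231 exceeded in size that of 95.1% of all events but 82.4% of events of similar mean PSI, and the change of 15.5 points in MCF10a exceeded 66.3% of the latter. The 63 bp exon 27 at 140686632 to 140686694 was included at 91.9% and 94.7% in MDA-MB-231 and at 92.9% and 88.5% in MCF10a.

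**Figure D3:**
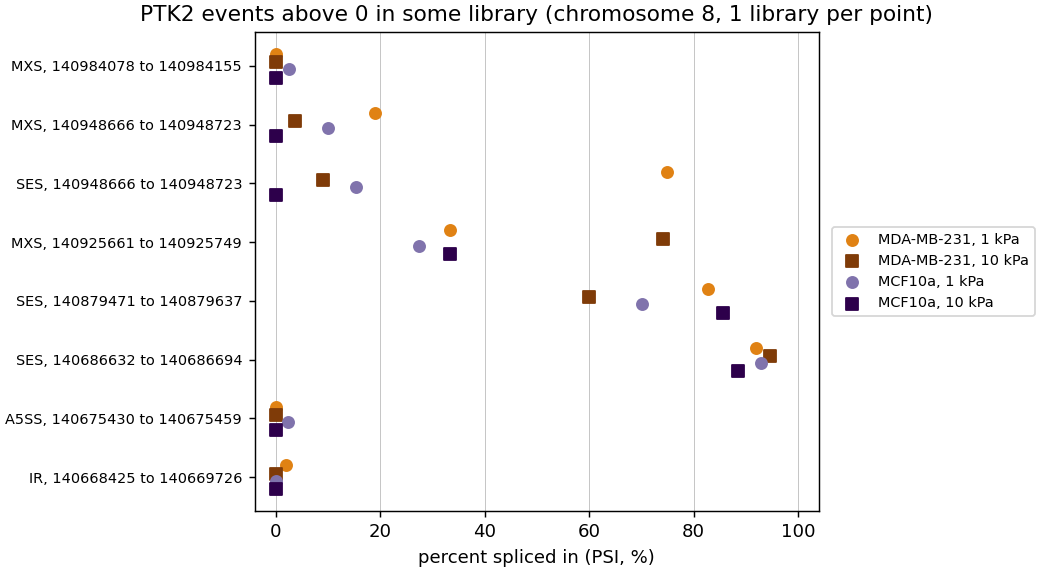
PSI (percent, horizontal axis) of the 8 PTK2 events above 0 in some library, listed by type and position on chromosome 8; each point is 1 library, coloured by line and shaped by stiffness. The exon at 140948666 fell from 75% to 9.09% in MDA-MB-231 and from 15.4% to 0% in MCF10a.

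The events with the largest change in the same direction in both lines were extremes of 12883 events. The largest increase was a retained 488 bp segment of SMARCD1 (chromosome 12, 50099566 to 50100053, part of exon 12, 3′ of the coding sequence), at 16% and 62.5% in MDA-MB-231 and 22.2% and 70% in MCF10a. A 122 bp exon of ZNF383 (chromosome 19, 37224818 to 37224939, exon 2 of a transcript without a coding sequence) rose by 46.4 and 45.7 points, and a 117 bp coding exon 5 of BANP (chromosome 16, 88004295 to 88004411) by 38.9 and 54.2 points. ATP2C1 and TCEANC2 completed the increases. The largest decrease was at PLPP5 (chromosome 8, 38263407 to 38264604, part of exon 7 overlapping the coding sequence), from 85.7% to 40% in MDA-MB-231 and from 83.3% to 11.1% in MCF10a. C5orf22 fell by 45.0 and 54.2 points (chromosome 5, 31534326 to 31534417, part of exon 2). The other decreases were at ZUFSP (ZUP1 in the annotation), MAP9 and C7orf49 (CYREN in the annotation). ATP2C1, PLPP5, C5orf22 and ZUFSP are in splice-site classes combined with a TSS. The targets at TCEANC2 and MAP9 are only 2 and 3 bp long. ZNF383 belongs to a large family of similar zinc finger genes, and how reads shared with similar genes were assigned is not stated.

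**Figure D4:**
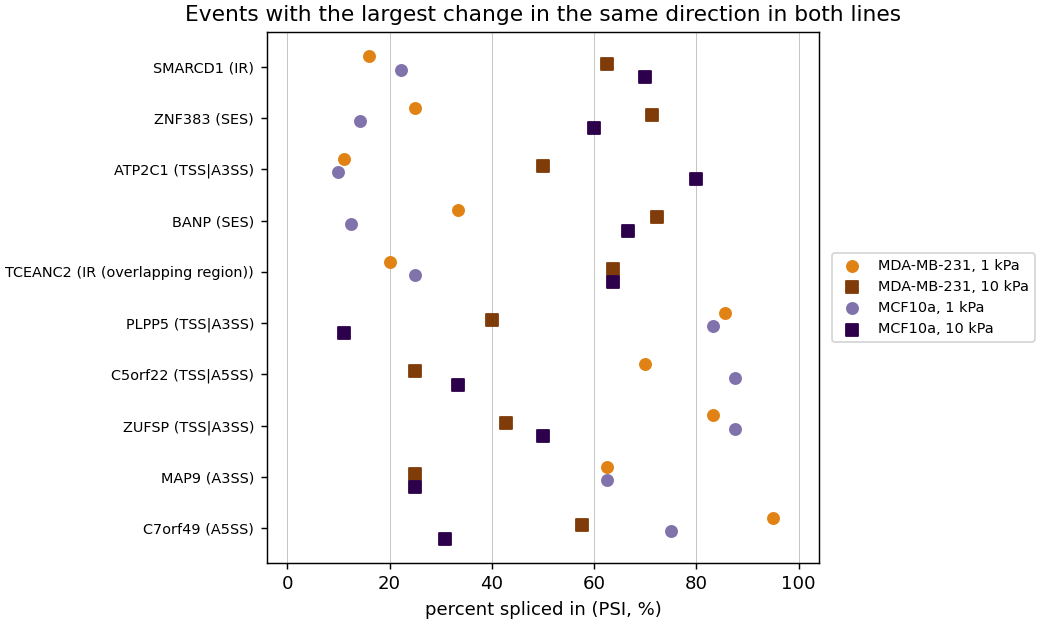
PSI (percent, horizontal axis) in each of the 4 libraries for the 10 events with the largest change in the same direction in both lines, listed by gene and event type. Each point is 1 library; SMARCD1 rose from 16% to 62.5% in MDA-MB-231 and from 22.2% to 70% in MCF10a.

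Each line was also ranked by itself, among events above 0 and below 100 in all 4 libraries. In MDA-MB-231, the largest increases in this set were at CAMSAP1 (66.0 points), MCEE (65 points) and NFKB1 (62.5 points), and the largest decreases at ZNF692 (-63.9 points), CDCA7 (-59.0 points) and RYK (-57.1 points). The PTK2 exon at 140948666, at 0 in 1 library, is outside this set. In MCF10a, the largest increases were at ATP2C1 (70 points), FAM228B (63.9 points) and PRR3 (61.9 points), and the largest decreases at PLPP5 (-72.2 points), PCID2 (-72.1 points) and DICER1 (-68.9 points). ATP2C1 and PLPP5 are the events named above that changed in both lines, by 38.9 and -45.7 points in MDA-MB-231. The PCID2 event is also in a class combined with a TSS.

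Of the line differences present at both stiffnesses, the largest with PSI higher in MDA-MB-231 was at C7orf50 (chromosome 7, 1138189 to 1138217, part of exon 1, 5′ of the coding sequence), at 79.5% and 94.4% in MDA-MB-231 and listed at 0% in both MCF10a libraries. RECQL, JTB, KIAA1468 (RELCH in the annotation) and SLCO4A1 followed. The largest with PSI lower in MDA-MB-231 was a retained segment of B3GALNT1 (chromosome 3, 161085874 to 161086593, overlapping the coding sequence), at 8.33% and 22.2% against 80% and 100%. The 51 bp coding exon 9 of UAP1 (chromosome 1, 162592732 to 162592782) was included at 2.11% and 4.44% in MDA-MB-231 and at 70.5% and 75.4% in MCF10a. DCAF11, ZNF100 (a target of 3 bp) and MOCS1 followed. The C7orf50, JTB and ZNF100 events are in classes combined with a TSS.

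The median size of the line difference, here the mean of both stiffnesses, over the epithelial-mesenchymal splicing list was 12.1 points, against 6.25 in random lists (percentile 99.9, 25 of 30 genes used). For the changes with stiffness its percentile was 8.38 in MDA-MB-231 and 83.9 in MCF10a. Splicing regulators (50 of 56 genes) lay at percentile 0.33 in MDA-MB-231, 76.8 in MCF10a and 1.47 for the line difference. Using the largest change per gene moved the last of these to 71.8. Among events above 0 and below 100 the list lay at 82.5, 90.6 and 96.7, but with 44 of 56 genes, under the 80% required, so those values are void as a check. The focal adhesion and cytoskeleton list had usable events for 43 of 55 genes (78.2%), under the 80% required, so its check was void; its percentiles were 1.31, 35.6 and 57.6.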

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

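Of the tests in this part, the share of opposite directions among events changed in both lines was chosen only after the result was seen. All 14 events below moved in opposite directions with stiffness in the lines, with 1 library on each side, and the difference between the lines was not tested.

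At PTK2, the change in MDA-MB-231 minus that in MCF10a was -38.4 points for exon 4 (140879471 to 140879637) and 7.26 points for exon 27 (140686632 to 140686694). Against events of similar mean PSI, these differences lay at percentiles 86.4 and 50.3 in size, so the spread common to such events may account for both. A difference between the lines in how they splice PTK2 on stiffer gels remains open and untested, as does an effect of culture time.

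Of the other 12 events, 6 were picked for opposite changes: the differences were 79.8 points at FAM208A, 75.4 at CEP63, 82.6 at ARMC8, -81.9 at ATF7, -76.8 at ITPK1 and -93.9 at ACIN1. The remaining 6 were picked for a large change in 1 line: 71.5 at CAMSAP1, 66.1 at MCEE, 73.6 at NFKB1, -78.6 at CDCA7, -88.1 at RYK and -86.7 at FAM228B. In some of these the opposite change was small, such as -1.11 points at MCEE in MCF10a. Opposite directions made up 46.1% (42.5 to 49.7%) of the 729 events changed by 20 points or more in both lines, the rest being in the same direction. Random pairing within bins of mean PSI gave 232 opposite events (205 to 259), and 336 were found. This excess cannot decide whether the changes were independent, because the pairing treats all events of a bin as equally variable. Same-direction events were in excess too, at 393 against 232 (206 to 260). Across varying events r was 0.0190 (-0.00494 to 0.0444). Events that vary more in every library, such as those with few reads, remain a possible explanation of the excess, and these 12 events were the extremes of 12883. Read numbers per event, which would show how much of each change is counting error, were not analysed here. A difference between the lines in their response at any of these genes stays open.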

How the results depend on the processing

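Of the alternatives in this part, pairing over all events for line differences was chosen after seeing the data, and the others were fixed in advance. Of 74 changes of setting for the main results, 10 left the value within its limits, 62 moved it and 2 reversed its direction.

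Both of these reversals came with 1 event per gene: r between the stiffness changes of the lines was -0.0123, and the share of the same direction among shared changes was 48.2%. Its interval includes 50%, and the cause was not tested. Under the other alternatives that r was 0.0402, 0.00917, 0.0205 and 0.0190, within its interval, although the 0.0402, among events above 0 and below 100, has an interval of its own (0.00832 to 0.0710) that lies above 0. The share ran from 51.8% to 56.5%.

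The balance of higher and lower events also changed sides in 6 cases. In MDA-MB-231, 146 were higher and 164 lower at 50 points, and 336 and 346 with 1 event per gene. For the line at 1 kPa they were 761 and 732 at 30 points, 205 and 190 at 50 points, and 419 and 408 with 1 event per gene. For the line at 10 kPa they were 503 and 501 among skipped exons. In MCF10a the balance kept its side in each alternative. The cause was not tested.

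Counts fell or rose with the threshold by construction. In the order MDA-MB-231, MCF10a, line at 1 kPa and line at 10 kPa, the counts were 6032, 6639, 7303 and 7427 at 10 points, 1075, 1390, 1493 and 1648 at 30 points, and 310, 422, 395 and 527 at 50 points. Shared stiffness changes numbered 2663, 228 and 31 at these thresholds. The splits by stiffness, line and crossed gave 4612, 5872 and 4512 events at 10 points, 456, 796 and 421 at 30, and 57, 146 and 58 at 50, so at 50 points the split by stiffness no longer exceeded the crossed split.

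Smaller event sets also gave fewer events by construction. In the same order, events above 0 and below 100 in all 4 libraries gave 873, 1091, 1386 and 1386, with 223 shared changes and 427, 909 and 382 events in the splits. With 1 event per gene the counts were 682, 827, 827 and 876, with 274 shared changes and 450, 553 and 410 in the splits. Skipped exons alone gave 669, 798, 973 and 1004, with 188 shared changes and 380, 681 and 363 in the splits. In each set the split by line gave the most events.

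Pairing over all events cannot alter the observed counts. It lowered the random averages of same and opposite directions from 232 and 232 to 130 and 130 for stiffness changes, and from 375 and 373 to 197 and 196 for line differences, so the 343 opposite line differences then lay above the random average. The bins, which hold events of similar mean PSI together, account for this by construction.

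The correlation of line differences kept its direction but moved to 0.323 among events above 0 and below 100, 0.166 with 1 event per gene, 0.272 for skipped exons and 0.144 on log odds; the cause was not tested.

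With the largest change per gene in place of the median, the epithelial-mesenchymal list moved to percentile 45.0 in MDA-MB-231, 97.3 in MCF10a and 99.7 for the line difference, and splicing regulators to 6.21, 91.4 and 71.8; the cause was not tested. Restricting lists to events above 0 and below 100 left under 80% of members in each list, so that alternative was void, as was each one for the focal adhesion list. Its values were 82.5, 90.6 and 96.7 for splicing regulators (44 genes) and 10.9, 92.7 and 100 for the epithelial-mesenchymal list (22 genes), so the low percentiles of splicing regulators were not seen there. Of 32 changes of background for single PTK2 events, 31 moved the percentile.

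Limiting events to those with a PSI in the libraries compared changes nothing, since no value was missing. Leaving out a library was not possible with 1 per group. No paired analysis was possible because each group had 1 library and no result came from a test. Unknown depth limits every count here, since values resting on few reads can pass a threshold by counting error alone.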

Other observations

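Chosen only after the result was seen were all tests in this part except those of 1 intron retention event per gene, of the ratio of counts among events above 0 and below 100, and of the largest PTK2 change among similar events. The criteria of the last 2 were set in advance and came out against the explanation each was written for, but on reflection neither can decide it, for the reasons given with each.

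Intron retention, here the class of that name (10178 events) together with retention in an overlapping region (3724 events), was picked from 9 event types for a rise at 10 kPa in both lines. Over 2683 such events above 0 and below 100 in all 4 libraries, mean PSI rose by 1.35 points in MDA-MB-231 (0.784 to 1.94) and 2.40 in MCF10a (1.79 to 2.95). Over all 13902 events of both classes the rises were 0.265 (-0.000542 to 0.517) and 0.627 (0.350 to 0.903), and over the 10178 of the first class 0.180 (-0.114 to 0.453) and 0.396 (0.114 to 0.698), so the size depends on the event set. Multiple exon skipping moved the other way by a similar size in 780 events of this kind, by -1.03 points in MDA-MB-231 (-1.94 to -0.124) and -2.52 in MCF10a (-3.45 to -1.60). Over all 1685 events of that type the changes were -0.326 (-0.923 to 0.242) and -1.40 (-2.00 to -0.803). It was not the only type to fall. Over all 1661 events of A3SS combined with TSS the changes were -0.477 (-1.05 to 0.147) and -1.15 (-1.80 to -0.483). Over the 476 of these above 0 and below 100 they were -0.116 (-1.38 to 1.26) and -1.14 (-2.33 to 0.0388). Over all 2104 mutually exclusive exons they were -0.0408 (-0.439 to 0.355) and -0.582 (-0.967 to -0.209). No explanation of these falls was tested. The tables argue against several explanations of the rise. Events of other types with the same mean PSI changed by -0.00995 (-0.316 to 0.295), and by 0.00669 (-0.313 to 0.328) without multiple exon skipping, which speaks against events lost to 0 by fewer reads. With 1 event per gene the rise was 2.70 (2.20 to 3.15), against a few genes with many events. The rank correlation of the change with intron length was -0.00550 (-0.0531 to 0.0404), against shorter reads at 10 kPa acting through length. A uniform rise in unspliced RNA would lift introns of low retention too, yet those with a mean PSI under 5 changed by 0.0360 (-0.0812 to 0.147). Other explanations stay open. A general rise in unspliced RNA that grows with retention would lift most introns, and 56.25% rose in the line with the lower share. Differences between single libraries cannot be told apart from stiffness. Over the same events the lines differed by -0.994 points (-1.64 to -0.425) at 10 kPa and by 0.0549 (-0.633 to 0.743) at 1 kPa, with stiffness equal in each case. These pairs of libraries also differ in line and culture time, and the intervals describe the spread across genes. The pairs therefore cannot measure how far libraries of the same line and stiffness would differ. A stiffness-dependent rise at introns already retained may be present, as a hypothesis that replicates would test.

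More events changed in both lines than random pairings gave, but the excess was present in both directions, with 336 opposite changes against 232 (205 to 259). Events with few reads, which vary more in every library, could produce this. For line differences, opposite changes numbered 343 against 373 (339 to 406) when pairing was within bins of mean PSI, but against 196 (171 to 222) when pairing was over all events, so whether they were in excess depends on the pairing. Within bins they lay below the random range at 10 points (1290 against 1430 to 1550), among events above 0 and below 100 (88 against 120 to 162) and among skipped exons (75 against 103 to 140), and inside it at 30 and 50 points and with 1 event per gene. A liability of certain events to change on stiffer gels in a line-specific direction was not tested.

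MCF10a had 1.22 times as many changed events as MDA-MB-231. Among events above 0 and below 100 the ratio was 1.25, outside the 0.9 to 1.1 set in advance for fewer reads as the cause. Fewer reads would also widen the spread of those events, so the ratio cannot exclude it. The share of values at 0 or 100 was 7.36 points higher in MCF10a, as fewer reads might give, but true differences in splicing could give it too. Depth and a stronger response of MCF10a cannot be told apart without read counts.

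The largest PTK2 change, in an exon 5′ of the coding sequence, exceeded 98.7% of events of similar mean PSI, past the 95th percentile set in advance. That event was the most changed of 8 varying PTK2 events, so the comparison favours a high value. When the largest change in either line was compared with that of the 1122 other genes with 6 to 10 varying events, PTK2 lay at percentile 95.9, and between 95.4 and 96.4 over 5 choices of that range. Picking the largest of several changes is therefore unlikely to be the whole account, by a small margin, and about 4.10% of such genes had a larger value. Reads per event could not be matched, and a change in the first exons of PTK2 with stiffness stays a hypothesis.

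The authors' deposited table lists a difference of 0 between the lines at 54 events whose PSI values differ, by up to 50 points, and 20 of these, in 17 genes, differ by 20 points or more. PARP2, ARHGAP11A, USP19 and POLK, named after their values were seen, are listed so at 50 points in size. All 54 have equal PSI in the libraries of each line, so a variance of 0 within the lines may be the source, and a filter on the listed difference would miss them. No biological explanation was tested.

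In the authors' deposited table, 1048 of 27133 p-values lie under 0.05, where 5% would be 1357, and the adjusted p-value equals the p-value in every event. Benjamini-Hochberg adjustment computed here from the p-values of the authors' deposited table left 0 under 0.05, with 0.0567 the smallest.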
